A study of Mus musculus with 8 samples. Its data were reported in "Exploring differential exon usage via short- and long-read RNA sequencing strategies" (2022).

How the data were processed

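R1 mouse embryonic stem cells (ESCs), a line of pluripotent cells, were compared before differentiation (Undiff) and after it (Day4), where embryoid bodies had been exposed to retinoic acid (RA), an inducer of differentiation, for 4 days. Polyadenylated RNA was sequenced on Oxford Nanopore Technologies (ONT) flow cells with 2 kits. In the Direct RNA kit the native RNA strand itself passes through the pore, and in the cDNA kit the RNA is first copied into cDNA. Each combination of state and kit had 2 replicates, giving 8 libraries in 4 groups. Libraries were assigned to groups from their labels, and the replicate numbers also come from the labels. The libraries used 500 ng of polyadenylated RNA for Direct RNA and 50 ng for cDNA.

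The deposited values are whole-number read counts per gene symbol, which the authors made with htseq-count from minimap2 alignments to the mm10 mouse genome and the UCSC annotation of iGenomes, without secondary alignments. Direct RNA reads were counted by strand, and for cDNA the counting was not stated to use the strand. Direct RNA reads had been base-called with albacore or Guppy and freed of adapters and chimeras with Poreplex. The cDNA reads came from the pass folders and from the skip folder, the latter after base-calling with Guppy, and porechop had trimmed their adapters. No normalization had been applied. Each file lists 24421 genes and 5 counters of reads that were given to no gene. The counters entered no test between states. Short-read libraries and exon or isoform counts were not analysed here.

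Reads on genes ranged from 283461 to 907489 in Direct RNA and from 948657 to 2088592 in cDNA. A gene was called detected with more than 1 read. The smallest share that a library can show was set at 3 reads of its total, which came to between 1.44 and 10.6 CPM, reads per 1e6 reads on genes. Confidence intervals are Wilson intervals at 95%. Intervals and floors cover counting error only, because reads made by PCR are not independent molecules. Replicates of a group were compared by a chi-square of their counts over genes with at least 20 reads. The statistic per degree of freedom was 2.68 for Direct RNA Undiff, 4.01 for Direct RNA Day4, 14.9 for cDNA Undiff and 13.7 for cDNA Day4, so no pair agreed within sampling noise and every library was kept as its own replicate.

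Differentially expressed genes (DEGs) were tested with DESeq2 1.42.0 in R 4.3.3, separately for each platform and following the settings of the study's methods. The Wald test was used with shrunken log2 fold changes, with the Cook's distance cutoff and independent filtering off. A gene was a DEG with a Benjamini-Hochberg adjusted p-value of at most 0.05, a log2 fold change of at least 1 in size and a mean normalized count of at least 5. The quasi-likelihood test of edgeR 4.0.16 with TMM factors was set as the alternative and is given beside it. The interaction of platform and state was tested with DESeq2 over all 8 libraries, without shrinkage and with the adjusted p-value as the only threshold. Genes that differed between platforms were tested with DESeq2 over all 8 libraries with state as a covariate and the thresholds of the DEGs. Adjusted p-values below come from these DESeq2 fits unless edgeR is named. Spearman correlations used raw counts of all genes. Principal component analysis (PCA) used rlog values of all genes with a read. CPM values are given as mean ± SD.

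Both states on a platform, and both platforms within a state, share replicate numbers. A replicate block was therefore fitted as an alternative to each test. The pairing was checked by the correlation, across genes with a mean of at least 50 reads in every group, of the differences between the replicates of a group.

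The fits were tested on simulated counts drawn for the 24421 genes at the real means and library sizes, with 200 genes changed. Changes were placed only in genes with means well above the threshold of the DEGs, at sizes well above 1 on the log2 scale. The spread of the counts was estimated with edgeR, which is also a compared test. Recovery of smaller changes and of genes with fewer reads was not measured. The state test recovered 85.0% of the changed genes in Direct RNA and 77.0% in cDNA, against 97.0% and 87.5% with edgeR. The platform test recovered 98.5%, and the test of platform by state 46.0%, against 100% and 64.5% with edgeR. False calls were between 0.505% and 4.17% of the DESeq2 calls and between 2.23% and 5.84% of the edgeR calls.

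Coordinates, transcript lengths, GC content and exon overlaps were taken from GENCODE vM21 on GRCm38, the assembly that mm10 also names. Of the 24421 symbols, 24035 (98.4%) were matched, 651 of them through a RefSeq synonym. The length of a gene is that of its longest transcript. A total of 3651 genes had an exon that overlaps an exon of another matched gene on the opposite strand. Overlap with genes outside the count files was not checked.

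Gene lists for pluripotency, the response to RA with the Hox genes, neural genes and the genes whose exon usage the study followed were fixed before the data were examined, as were the groups, tests, most alternatives and the rule for the genes named. The rule takes 12 genes chosen from the study's text, the 5 highest and the 5 lowest mean log2 fold changes among genes called in one direction on both platforms with separated replicates, up to 5 genes with the smallest adjusted p-values in the test of platform by state, and the 3 highest and 3 lowest platform differences with all libraries separated. Genes named outside it are marked as chosen after their values were seen.

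The alternatives were edgeR, TMM factors in DESeq2, fold changes without shrinkage, filtering and the Cook's cutoff on, genes with at least 10 reads in every library, no threshold on fold change or on the mean, the replicate block, each library left out in turn, and all libraries thinned to the smallest total of 283461 reads (median of 10 random draws). With a library left out, changes between states were log2 ratios of mean normalized counts with 1 added, without shrinkage. For correlations, PCA and detection, other gene sets and scales were used. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.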

Results

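Gene-level counts of ONT Direct RNA and ONT cDNA libraries were compared within and between 2 differentiation states of R1 mouse ESCs, Undiff and Day4, with 2 replicates for each platform and state. On average, 569244 reads were counted on genes in the 4 Direct RNA libraries and 1608188.5 (2.83-fold more) in the 4 cDNA libraries. In Direct RNA the Undiff replicates held 348457 and 907489 reads and the Day4 replicates 283461 and 737569 reads. In cDNA the Undiff replicates held 948657 and 2088592 reads and the Day4 replicates 1318178 and 2077327 reads. On both platforms and in both states replicate 2 was thus the deeper library. The most abundant gene took 2.43% (95% Wilson interval 2.37 to 2.49) of the reads in Direct RNA Day4 replicate 1 (Eef1a1) and between 0.83% and 2.02% in the other libraries. The 100 most abundant genes took between 20.2% and 22.4% of the reads in Direct RNA and between 23.1% and 31.2% in cDNA.

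The number of genes detected with more than 1 read was 11110.5 ± 1010 (SD, n = 2) in Direct RNA Undiff, 11476.5 ± 1200 in Direct RNA Day4, 11516.5 ± 1020 in cDNA Undiff and 12532 ± 916 in cDNA Day4. In each of the 4 pairs of libraries with the same state and replicate number, the cDNA library had more detected genes and more reads. When every library was thinned to 283461 reads the order was the other way round. Direct RNA libraries then had between 9766 and 10648 detected genes and cDNA libraries between 7766 and 9198, with no overlap between platforms. No test was run on these counts. A minimum of 10 reads moved the group means most, to between 7269.5 and 8829 genes.

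**Figure D1:**
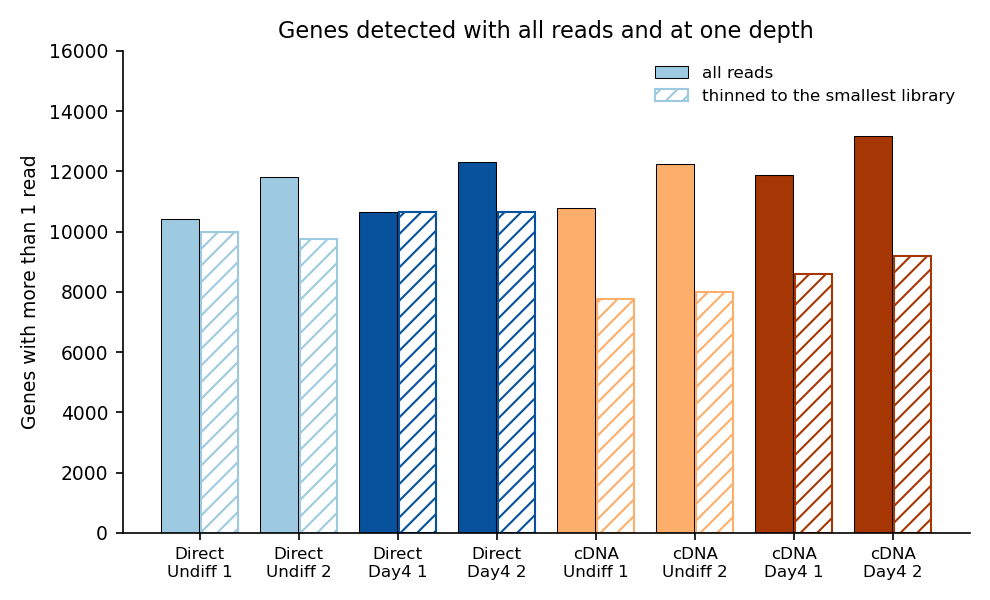
Genes with more than 1 read (y axis, count) in each of the 8 libraries (x axis), with all reads (filled bars) and after thinning to 283461 reads (hatched bars, median of 10 draws). With all reads the libraries lie between 10399 and 13180 genes, and after thinning all 4 cDNA libraries lie below all 4 Direct RNA libraries.

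The similarity of the libraries was assessed by Spearman correlation of raw counts over all genes in the 28 pairs of libraries. Genes are not independent replicates, and no p-value is attached to these coefficients. Replicates of one group had coefficients between 0.918 and 0.944. Libraries made from the same culture on the other platform had coefficients between 0.848 and 0.906, and libraries of the same state, the other replicate number and the other platform between 0.863 and 0.887. Libraries of the same platform and the other state had coefficients between 0.824 and 0.868. The lowest coefficients, between 0.745 and 0.834, were found between libraries that differed in both platform and state. The choice of genes moved the coefficients between platforms and between states most, while thinning moved those of replicates most, to a median of 0.899. Over genes with at least 10 reads in every library, the median over the same-culture pairs of both platforms was 0.566 and the median over pairs of the same platform and the other state was 0.744, while the replicate median was 0.935. The pairs of the other state lay between 0.629 and 0.669 in Direct RNA and between 0.818 and 0.844 in cDNA, with none near their median. The highest same-culture pair, at 0.661, lay within the Direct RNA range.

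In PCA of rlog values over 17267 genes, PC1 explained 44.6% and PC2 38.2% of the variance, and PC3 5.69%. Neither of the first components followed state or platform on its own. Direct RNA Day4 libraries scored 77.1 and 82.0 on PC1 and cDNA Undiff libraries -76.3 and -82.2, and the other 4 libraries lay between -8.26 and 5.05. On PC2 the Direct RNA Undiff libraries scored 70.9 and 73.4 and the cDNA Day4 libraries -69.2 and -79.7. Over the 500 most variable genes, PC1 explained 61.8% and PC2 31.6%. There PC1 separated the states, with Undiff libraries between -33.8 and -22.9 and Day4 libraries between 24.3 and 31.9, and PC2 separated the platforms, with Direct RNA between -21.5 and -17.9 and cDNA between 15.1 and 24.2.

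**Figure D2:**
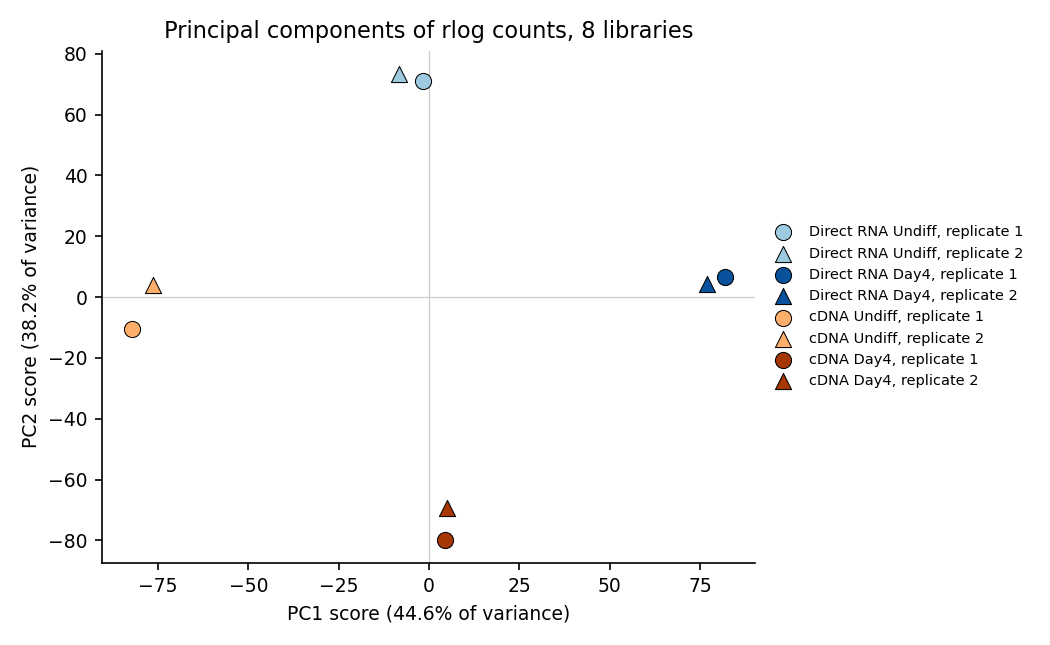
Scores of the 8 libraries on PC1 (x axis, 44.6% of the variance) and PC2 (y axis, 38.2%) of rlog counts; colour gives the group and shape the replicate. The 4 groups sit at the ends of both axes and the replicates of each group lie next to each other.

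Each platform was tested on its own for genes that changed from Undiff to Day4. DESeq2 called 1660 DEGs in Direct RNA, 17.2% of the 9646 genes with a mean of at least 5, of which 920 were higher and 740 lower at Day4. In cDNA it called 1842 DEGs, 17.9% of 10271 genes, of which 893 were higher and 949 lower. edgeR called 2991 genes in Direct RNA (1736 higher, 1255 lower) and 2812 in cDNA (1501 higher, 1311 lower) at the same thresholds, and these included 1578 of the Direct RNA DEGs and 1764 of the cDNA DEGs of DESeq2. edgeR thus gave more calls in Direct RNA than in cDNA, where DESeq2 gave fewer. With all libraries thinned to the smallest, DESeq2 called a median of 970.5 genes in Direct RNA and 483.5 in cDNA. Thinning moved the cDNA count most, and a filter on genes with at least 10 reads in every library of the platform moved the Direct RNA count by the largest ratio, to 723, while edgeR moved it by the most genes.

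With a replicate block, which pairs libraries of the same replicate number, DESeq2 called 843 DEGs in Direct RNA and 1375 in cDNA, of which 837 and 1299 were also called without the block, and 524 were called on both platforms. The differences between replicates of Undiff and of Day4 correlated with r = 0.214 in Direct RNA and r = 0.5 in cDNA across 1395 genes.

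A total of 993 genes were DEGs on both platforms, 59.8% of the Direct RNA DEGs and 53.9% of the cDNA DEGs, which is 3.82-fold the 260 genes given by independent calls among the 8720 genes with a mean of at least 5 on both platforms. Of these, 540 were higher on both platforms, 452 were lower on both and 1 changed in opposite directions. With edgeR 1712 genes were called on both platforms. Of the 667 genes called only in Direct RNA, 650 (97.5%) had the same sign in cDNA, and 319 of them had an unadjusted p-value of at most 0.05 there. Of the 849 genes called only in cDNA, 817 (96.2%) had the same sign in Direct RNA, 359 of them with an unadjusted p-value of at most 0.05. The mean on the other platform was under 5 for 167 and 325 of these genes. The log2 fold changes of the 8720 genes had a Spearman coefficient of 0.863 and a Pearson coefficient of 0.907 between platforms. Without replicate 2 of each group, the shallower libraries gave a Spearman coefficient of 0.700, and without replicate 1 it was 0.835.

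**Figure D3:**
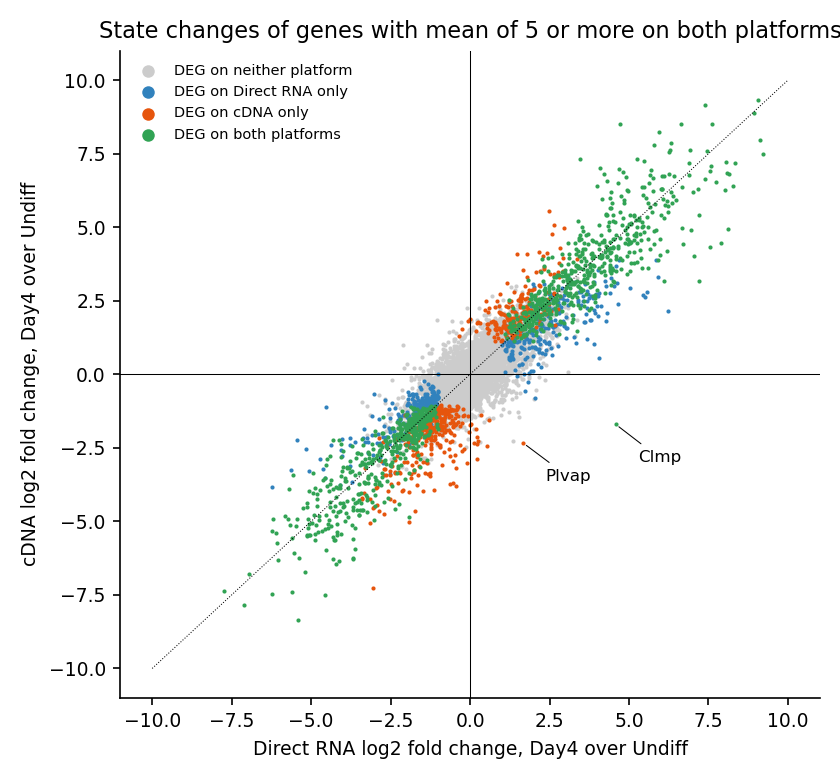
Log2 fold change from Undiff to Day4 in Direct RNA (x axis) and in cDNA (y axis) for the 8720 genes with a mean normalized count of at least 5 on both platforms, one point per gene, coloured by the platform on which it is a DEG; the dotted line marks equal change. Most DEGs lie near that line, and Clmp and Plvap lie in the quadrant of a rise in Direct RNA and a fall in cDNA.

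Gene lists fixed beforehand were used to ask whether pluripotency genes fell and RA targets rose. The exact tests below count genes, which are not independent replicates. Their p-values do not measure agreement between cultures. Of the 25 pluripotency genes, 24 were called lower in Direct RNA (24 when adjusted over the list alone) and 21 in cDNA (23 over the list alone), and none was called higher. Among other genes, 7.44% and 9.06% were called lower (Fisher's exact test, two-sided, p = 2.83e-26 and 1.37e-18, adjusted over the 8 comparisons of lists and platforms 2.26e-25 and 2.74e-18). Of the 24 RA-response and Hox genes, 23 had a mean of at least 5 on each platform, and 23 were called higher in Direct RNA and 22 in cDNA, with the same numbers over the list alone (exact p = 2.62e-24 and 7.67e-23, adjusted 1.05e-23 and 2.05e-22). The filter of 10 reads in every library moved these counts most, to 1 and 4 pluripotency genes, since it removes genes that are close to 0 in one state. With the replicate block, 20 pluripotency genes were called lower on each platform and 15 and 16 RA-response and Hox genes higher. Of the 20 neural genes, only 5 in Direct RNA and 10 in cDNA had a mean of at least 5, and 1 on each platform was called higher, Ncam1 (exact p = 0.394 and 0.597, adjusted 0.450 and 0.597). With the list alone, 1 and 2 were called higher. Tubb3 and Stmn2 were called lower on both platforms and Mapt in cDNA. These 4 neural genes were chosen after their values were seen. Of the 23 genes whose exon usage the study followed, 7 were DEGs in Direct RNA and 6 in cDNA (over the list alone, 5 lower and 4 higher in Direct RNA and 6 lower and 2 higher in cDNA), and the exact test gave p = 0.0989 and 0.283 (adjusted 0.158 and 0.377) against the background.

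Pou5f1 (ENSMUSG00000024406.16, GRCm38 chromosome 17, 35506018 to 35510772, plus strand, 5 exons in its longest transcript) fell from 2110 ± 112 CPM (SD, n = 2) to 34.7 ± 39.1 CPM in Direct RNA, a log2 fold change of -5.07 (SE 1.03, adjusted p = 3.5e-05). In cDNA it fell from 808 ± 143 to 14 ± 17.6 CPM (-5.08, SE 1.19, adjusted p = 0.00049). Its Day4 counts were 2 and 46 in Direct RNA and 2 and 55 in cDNA. Nanog (ENSMUSG00000012396.12, chromosome 6, 122707489 to 122714633) changed by -5.06 (SE 0.51, adjusted p = 7.6e-21) in Direct RNA and -3.97 (SE 1.20, adjusted p = 0.012) in cDNA. Its cDNA Day4 counts were 1 and 28. With each cDNA library left out in turn, its cDNA change without shrinkage lay between -7.00 and -3.93. The full fit without shrinkage gave -4.89. Dnmt3b (ENSMUSG00000027478.15, chromosome 2, 153649450 to 153687730) changed by -4.44 and -3.96 (adjusted p = 3.6e-13 and 1.1e-05). Bmpr2 (ENSMUSG00000067336.6, chromosome 1, 59763400 to 59879014) rose by 3.38 and 3.68 (adjusted p = 0.0047 and 3.8e-07). With each Direct RNA library left out in turn, the Direct RNA rise of Bmpr2 without shrinkage lay between 2.17 and 4.28. The full fit without shrinkage gave 3.88. Fzd1 (ENSMUSG00000044674.6, chromosome 5, 4753839 to 4758035, a single exon) had at most 2 reads in any Undiff library. It was at least 10-fold higher at Day4 in Direct RNA (adjusted p = 1.0e-05) and at least 2.7-fold higher in cDNA (adjusted p = 0.035). Copg1, Pum2 and Sec24d, which the study used as references in PCR, had log2 fold changes between -0.02 and 0.63 on both platforms, with adjusted p-values between 0.41 and 1.00. The signs of Pum2 and Sec24d, whose changes were within their standard errors, depended on the setting.

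The 5 genes with the highest mean change among those called on both platforms were Igfbp5, Dlk1, Ecm1, Col3a1 and Nr2f2. Each had at most 6 reads in any Undiff library. At Day4, Dlk1 (ENSMUSG00000040856.17, chromosome 12, 109452823 to 109463336) reached 3680 ± 738 CPM in Direct RNA and 327 ± 55.4 CPM in cDNA, at least 430-fold and at least 100-fold above Undiff. Nr2f2 (ENSMUSG00000030551.14, chromosome 7, 70351944 to 70366735, with exons that overlap B130024G19Rik on the other strand) reached 219 ± 84.9 CPM in Direct RNA and 1360 ± 504 CPM in cDNA. Ecm1 reached 1570 ± 87.2 and 1690 ± 252 CPM. Igfbp5 was at least 150-fold and 130-fold higher, and Col3a1 at least 160-fold and 45-fold higher. The 5 genes with the lowest mean change were Trh, Tdgf1, Fgf4, Krt42 and Dpys. Tdgf1 (ENSMUSG00000032494.12, chromosome 9, 110939603 to 110946158) fell from 817 ± 35.2 to 4.48 ± 1.34 CPM in Direct RNA (log2 fold change -7.10, SE 0.62, adjusted p = 3.9e-27) and from 831 ± 88.4 to 3.65 ± 3.01 CPM in cDNA (-7.83, SE 0.54, adjusted p = 4.2e-44). Fgf4 was at least 15-fold lower in Direct RNA and at least 38-fold lower in cDNA, Krt42 at least 9.1-fold and 66-fold, and Dpys at least 5.0-fold and 49-fold. Trh was at least 46-fold lower in Direct RNA and had a log2 fold change of -7.36 (SE 0.54, adjusted p = 3.2e-38) in cDNA. With the replicate block the Direct RNA calls of Col3a1, Nr2f2, Fgf4, Krt42 and Dpys and the cDNA calls of Igfbp5, Col3a1, Dpys, Fzd1, Clmp and Plvap were lost. The log2 fold change of Col3a1 in Direct RNA was 9.12 without the block and 1.68 with it, and 11.9 and 11.8 in the same fits without shrinkage.

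Whether the change between states differed between platforms was tested through the interaction of platform and state. Of 17267 genes, 2 had an adjusted p-value of at most 0.05, Clmp and Plvap, and 161 genes (0.932%) had an unadjusted p-value of at most 0.05. With edgeR the same 2 genes were called. Thinning moved this count most, to 0 genes, with a median of 89.5 genes at an unadjusted p-value of at most 0.05. With a replicate block for each culture 2 genes were called, Clmp (adjusted p = 0.0215) and Aplp1 (adjusted p = 0.0216). The differences between the replicates of a state correlated between platforms with r = 0.124 in Undiff and r = -0.416 in Day4. Clmp (ENSMUSG00000032024.10, chromosome 9, 40685962 to 40785319) had 1 read in each Direct RNA Undiff library and 27 and 40 reads at Day4, at least 8.7-fold higher (adjusted p = 6.7e-05). In cDNA it fell from 44.8 ± 2.28 to 16.7 ± 11.8 CPM (log2 fold change -1.70, SE 0.61, adjusted p = 0.0496), and this call was lost without shrinkage, with TMM factors, with the replicate block and after thinning. The cDNA change was lower than the Direct RNA change by 7.16 on the log2 scale (interaction -7.16, SE 1.36, adjusted p = 0.0025). Plvap (ENSMUSG00000034845.6, chromosome 8, 71497765 to 71511752) rose from 25.7 ± 8.30 to 90.1 ± 12.3 CPM in Direct RNA (log2 fold change 1.66, SE 0.61, adjusted p = 0.056) and fell from 25.1 ± 5.74 to 5.68 ± 0.547 CPM in cDNA (-2.33, SE 0.73, adjusted p = 0.016). The rise in Direct RNA was called with edgeR, with filtering and the Cook's cutoff, and with at least 10 reads in every library of the platform. The fall in cDNA was not called with the replicate block (-2.22) or after thinning (-1.82). The interaction of Plvap was -4.24 (SE 0.93, adjusted p = 0.039). Aplp1 (ENSMUSG00000006651.8, chromosome 7, 30434982 to 30445535) had a log2 fold change of 0.54 in Direct RNA (adjusted p = 0.65) and -2.43 in cDNA (adjusted p = 5.1e-05), and its interaction of -3.06 (SE 0.71) had an adjusted p of 0.090. The cDNA call of Aplp1 was lost after thinning (-2.39). Mbd3 was no DEG on either platform with DESeq2 (adjusted p = 0.97 and 0.13), and edgeR called it lower in cDNA (log2 fold change -1.12). Among the genes called on 1 platform only, 81 had an unadjusted interaction p-value of at most 0.05, so for most of them a difference between platforms was not detected at this depth.

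**Figure D4:**
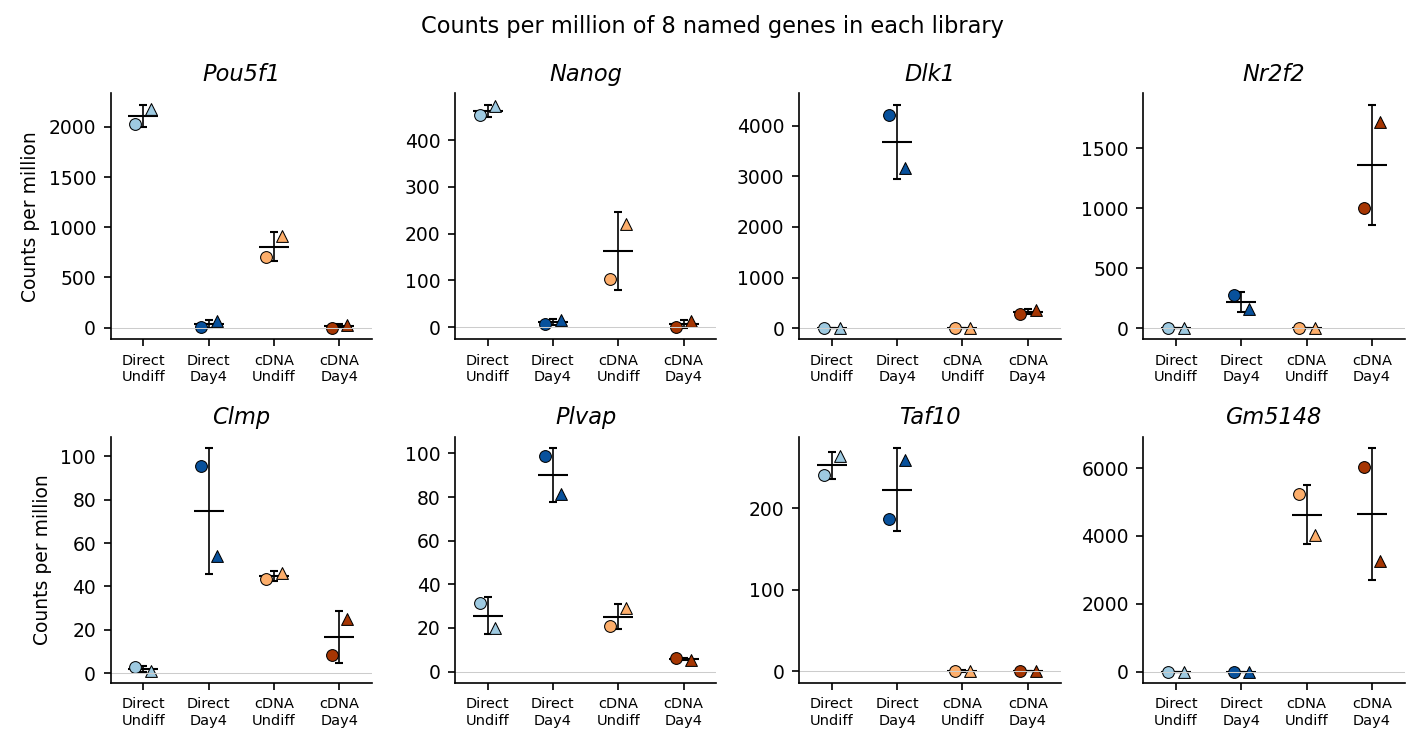
CPM (y axis, linear) of 8 named genes in the 4 groups (x axis); circles are replicate 1, triangles replicate 2, bars the mean and SD of n = 2. Pou5f1 and Nanog fall and Dlk1 and Nr2f2 rise on both platforms, Clmp and Plvap rise in Direct RNA and fall in cDNA, Taf10 has between 0 and 1 reads in each cDNA library, and Gm5148 has 0 reads in every Direct RNA library.

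Direct comparison of the platforms with state as a covariate gave 5344 genes, 51.3% of the 10426 genes with a mean of at least 5, of which 2572 were higher and 2772 lower in cDNA. edgeR gave 5317. The filter on genes with at least 10 reads in every library moved this count most, to 1674. With a replicate block for each culture, 5049 genes were called. Because same-numbered Day4 libraries deviated in opposite directions on the platforms, the pairing with crossed Day4 numbers was fitted too, chosen after the data were seen, and gave 5081 genes. A total of 1252 platform genes were also DEGs on at least 1 platform. Among genes with transcripts of at most 3316 bases, the median, 64.2% of the platform genes were higher in cDNA, and among genes with longer transcripts 31.6% were.

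The 3 genes lowest in cDNA relative to Direct RNA were 1110008F13Rik, Taf10 and Lrrc47. 1110008F13Rik (Rab5if in GENCODE, ENSMUSG00000027637.3, chromosome 2, 156863128 to 156873563, plus strand) had 229 ± 59.7 CPM (SD, n = 4) in Direct RNA and 0 reads in every cDNA library, at least 72-fold lower (adjusted p = 7.8e-24). Taf10 (ENSMUSG00000043866.11, chromosome 7, 105739393 to 105744361, minus strand) had 238 ± 35.4 CPM in Direct RNA and at most 1 read in a cDNA library, at least 75-fold lower (adjusted p = 2.7e-25). Lrrc47 (ENSMUSG00000029028.14, chromosome 4, 154011731 to 154021513, plus strand) had 120 ± 31.7 CPM in Direct RNA and at most 1 read in a cDNA library, at least 38-fold lower (adjusted p = 2.0e-18). Exons of these genes overlap exons of Sla2, Ilk and Smim1 on the opposite strand, in that order, so their cDNA counts are uncertain. The 3 genes highest in cDNA were Gm5148, Cbx3 and Gigyf1. Gm5148 (ENSMUSG00000058174.7, chromosome 3, 37714190 to 37724490) had 0 reads in Direct RNA and 4640 ± 1230 CPM in cDNA, at least 440-fold higher (adjusted p = 2.0e-56). Cbx3 (ENSMUSG00000029836.15, chromosome 6, 51470360 to 51483704) had 16.3 ± 7.79 and 1380 ± 927 CPM (log2 6.91, SE 0.47, adjusted p = 5.8e-46), and Gigyf1 (ENSMUSG00000029714.11, chromosome 5, 137518548 to 137527935) 12 ± 6.78 and 600 ± 297 CPM (log2 6.27, SE 0.44, adjusted p = 8.6e-44). No exon of these 3 genes is overlapped on the opposite strand by another gene of the count files. Other genes on the opposite strand were not checked. Reads shared with near-identical copies could not be separated in these counts, so these values are uncertain as well.

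**Figure D5:**
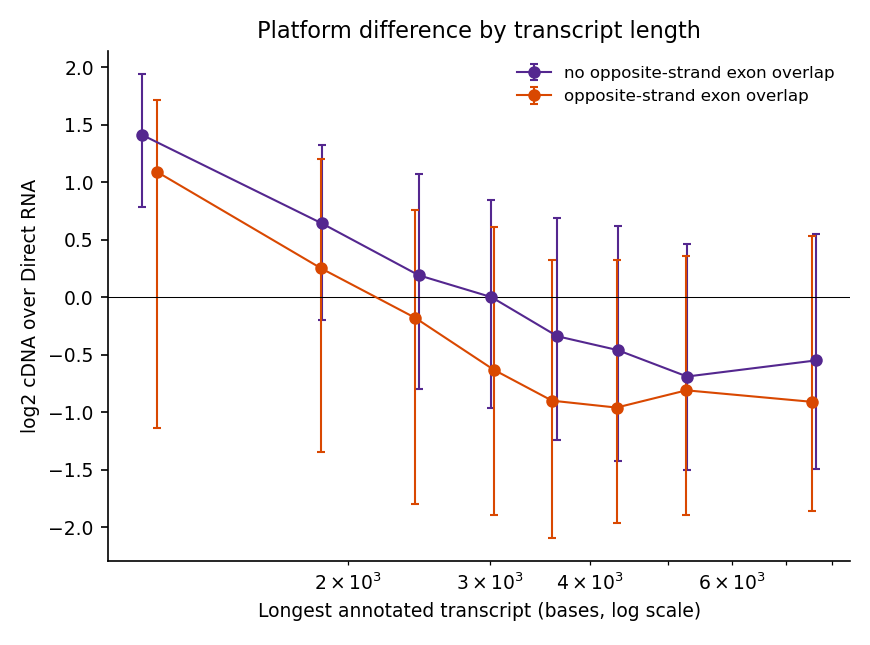
Median log2 of cDNA over Direct RNA (y axis; bars are quartiles) against the longest annotated transcript in bases (x axis, log scale) in 8 bins of length, for genes with and without an exon overlapped on the opposite strand. Without overlap the median is 1.41 in the shortest bin and -0.55 in the longest, and in each bin the overlapped genes lie lower.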

Values the study reported

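The study reported 1834 DEGs in ONT Direct RNA and 2058 in ONT cDNA, with 1112 shared by both. It named Clmp and Plvap as the only DEGs with opposite directions among its platforms, short reads included. It reported averages of 0.6 M reads on genes for Direct RNA and 1.6 M for cDNA. Spearman coefficients lay between 0.92 and 0.99 for replicates and between 0.82 and 0.91 for the same state on different platforms, with a lowest value of 0.75 across states and platforms. These ranges and the PCA also covered its short-read libraries. In that PCA, PC1 explained 69% and PC2 18% of the variation, assigned to state and to technology.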

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

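The test of opposite-strand overlap for ambiguous reads was chosen only after the result was seen.

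By the interaction test, the change from Undiff to Day4 differed between platforms for 2 genes, Clmp and Plvap (adjusted p = 0.0025 and 0.039). Both rose in Direct RNA and fell in cDNA in every pairing of replicates. The study had already named both for opposite directions, from data that include these libraries, so this is no independent finding. Plvap was not called with TMM factors (adjusted p = 0.0564) or with the cultures paired by replicate number (adjusted p = 0.125), where Aplp1 was called instead (adjusted p = 0.0216). Library depth was tested by thinning. In 10 draws at the smallest library's depth, 0 of the 2 genes had an adjusted p-value of at most 0.05 in most draws, while the median count at an unadjusted p-value of at most 0.05 was 89.5. The difference kept its sign in 10 of 10 draws for both genes, with a median of -6.73 for Clmp and -4.55 for Plvap, so thinning removed the significance and left the size. Random thinning keeps the expected share of each gene, so the kept size says nothing on the cause. Exon overlap on the opposite strand was found for 0 of the 2 genes. Across genes, the difference in change between platforms had a Spearman coefficient of 0.0774 with transcript length. Overlap with another gene of the count files is therefore not supported for these 2 genes, and other genes were not checked. The coefficient describes genes at large and cannot decide on length for 2 single genes. Loss of the calls at lower depth is consistent with few reads behind them, since Clmp had 1 read in each Direct RNA Undiff library. A difference in the RNA that the kits capture was not tested. The 161 genes at an unadjusted p-value of at most 0.05 were 0.932% of those tested, fewer than a uniform distribution of p-values gives. edgeR gave 317 such genes on the same libraries. Each side had only 2 replicates, and whether this lowered the number was not tested.

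Reads that overlapped more than 1 gene, which htseq-count sets aside as ambiguous and which enter none of the comparisons above, made up a median of 4.76% of the aligned reads in cDNA and 1.46% in Direct RNA. All 4 cDNA libraries (4.38% to 5.05%) lay above all 4 Direct RNA libraries (1.41% to 1.58%). If cDNA reads had been counted without regard to strand, reads of genes that overlap on opposite strands would become ambiguous. The share of gene reads on such genes was between 15.6% and 17.0% in cDNA and between 20.2% and 21.1% in Direct RNA. The medians differed by 4.34 points of gene reads, and those of the ambiguous reads by 3.30 points of aligned reads. With gene and ambiguous reads together as the base of both, the share on such genes was lower in cDNA (difference -5.14 points) and that of ambiguous reads higher (difference 5.51 points), so the overlapped genes covered most but not all of it. This is consistent with counting without strand as a candidate explanation for a part, which the alignments themselves would be needed to test. No biological explanation was tested, since both kits sequenced the same cultures.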

How the results depend on the processing

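Direct RNA DEGs, cDNA DEGs and shared DEGs stayed within 1.5-fold of their counts with unshrunken fold changes, TMM factors, filtering with the Cook's cutoff, no fold-change threshold and no threshold on the mean, between 1610 and 1816, between 1786 and 2092, and between 960 and 1114 genes in that order. edgeR gave 2991, 2812 and 1712. Genes with at least 10 reads in every library of the platform gave 723, 989 and 333, a filter that by its nature drops genes silent in one state. The replicate block gave 843 Direct RNA and 524 shared DEGs, and without shrinkage, a setting added after the data were seen, 825 and 513. The cDNA DEGs stayed within 1.5-fold under the block, at 1375 and 1346. Thinning to the smallest library gave 970.5, 483.5 and 325. With each library left out in turn, no test was possible, and between 1626 and 1640 of the Direct RNA DEGs, between 1798 and 1828 of the cDNA DEGs and between 979 and 989 of the shared DEGs kept their direction and a 2-fold change. The share of higher against lower DEGs moved by less than 10 percentage points under another scaling. The order of the platforms was the other way round after thinning, which tested depth (ratio of cDNA to Direct RNA DEGs 0.501), and also with edgeR at full depth, for which the cause was not tested.

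In the gene lists, the filter of 10 reads left 1 and 4 pluripotency genes and 2 and 3 RA-response and Hox genes called in Direct RNA and cDNA, because nearly all of them are close to 0 in one state, and 0 neural genes in Direct RNA (0 at an unadjusted p-value of at most 0.05). The replicate block left 15 RA-response and Hox genes and 0 neural genes in Direct RNA (1 at an unadjusted p-value of at most 0.05). edgeR called 2 neural genes higher in Direct RNA and 3 in cDNA, and filtering with the Cook's cutoff called 2 in cDNA. The other counts of the pluripotency, RA-response and Hox, and neural lists stayed within 1.5-fold under every alternative run, leaving out libraries included. The list of exon-usage genes was not run under the alternatives. Each Day4 replicate taken alone, a check added later, showed between 24 and 25 of the 25 pluripotency genes at under 1/2 of the Undiff mean on each platform.

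The 5344 platform genes fell to 1674 with at least 10 reads in every library and to 3352.5 with thinning, of which 3166 were also called without it. They stayed between 5049 and 5450 with edgeR, TMM factors, filtering and both replicate blocks, and between 4775 and 5079 with each library left out in turn. The shorter and the longer transcripts gave 2676 and 2649 of them. Platform-by-state genes were 2 in the edgeR, filtering and replicate-block fits and with adjustment over genes with a mean of at least 5, 1 with TMM factors, 1 with at least 10 reads in every library and 0 with thinning. The 1 gene under TMM factors was Clmp, and the 1 gene under the filter was Aplp1, since Clmp and Plvap had fewer than 10 reads in a library and were not tested there. The replicate block also exchanged Plvap (adjusted p = 0.125) for Aplp1. Over the fits at full depth the adjusted p of Plvap ranged from 0.0153 to 0.125 and that of Aplp1 from 0.00557 to 0.304.

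The median Spearman coefficient of replicates was 0.933, against 0.921 over genes with a read in either library and 0.899 after thinning. For the same culture on the other platform the median of 0.883 became 0.762, 0.830 after thinning and 0.566 over genes with at least 10 reads in every library, and for the other state on the same platform 0.842 became 0.744, 0.809 and 0.744. Genes absent from both libraries thus raise these coefficients. PC1 and PC2 explained 61.8% and 31.6% over the 500 most variable genes and moved by less than the SD over leaving out single libraries on the log2 CPM scale and after thinning. The Spearman coefficient of fold changes between platforms ranged from 0.700 to 0.835 across the fits without replicate 1 or 2, where the lower value came from the shallower libraries. It was 0.897 for genes with a mean of at least 50 and 0.860 without shrinkage. Genes with at least 10 reads numbered 7269.5 in Direct RNA Undiff, 7498 in Direct RNA Day4, 7308 in cDNA Undiff and 8829 in cDNA Day4 on average. After thinning, genes with more than 1 read numbered 9868.5, 10639.5, 7885 and 8891.5.

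Of the 53 results on single named genes, 21 changed their side of the threshold or their sign under at least 1 alternative, leaving out libraries aside. Counted over results and alternatives there were 31 such changes: 21 weaker, 6 stronger and 4 reversed. Counted over changes between states and left-out libraries, 17 fold changes lay more than their standard error from the main value. The left-out values were not shrunken and the main values were, so part of these moves can come from shrinkage alone. Pou5f1 in cDNA was counted both without Undiff replicate 1 and without Day4 replicate 2, so fewer distinct fold changes moved. Without Undiff replicate 1 it was -6.30, against -6.25 without shrinkage and -5.08 with shrinkage in the full fits. The platform difference of Gm5148 went from 12.3 (SE 0.76) to 11.1 without cDNA Undiff replicate 1. The near-zero changes of Mbd3 and Sec24d in Direct RNA and of Pum2 on both platforms also changed sign with a library left out. The 4 reversed were near 0: Pum2 in Direct RNA with the replicate block (-0.0036) and in cDNA after thinning (-0.16), and Sec24d in Direct RNA with at least 10 reads in every library (0.075) and after thinning (0.062). The cause was not tested. Of the weaker ones, 11 came from the replicate block within platforms.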

Other observations

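The tests of single-exon genes, of an error of one library, of depth in Day4 replicate 2, of swapped replicate numbers, of transcript length in the Day4 deviations and of abundant genes in detection were chosen only after the result was seen. The patterns below were found and tested on the same data and are hypotheses.

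PC1 explained 44.6% of the variance here. That is lower than the value quoted from the study above. PC2 explained 38.2% here. That is higher than the value quoted from the study above. The PCA here held no short-read libraries. Its PC1 and PC2 followed neither state nor platform on their own, so the axes are not those of the study. Over the 500 most variable genes, where PC1 separated the states, it explained 61.8%.

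Each culture was sequenced on both platforms, and of the 8 splits that part all 4 culture pairs only 1, the real one, gave 5344 genes, while the other 7 gave between 0 and 15. With 8 splits the share cannot be below 1 in 8, so this does not reach 0.05. Each of the other splits mixes the platforms within its arms, which by itself lowers their counts, so they say little on chance. Several technical sources may contribute. The log2 ratio of cDNA over Direct RNA had a Spearman coefficient of -0.303 with transcript length and -0.209 with GC content across 10395 genes, and both together accounted for 18.4% of the variance of its ranks. Genes with an exon overlapped on the opposite strand had a lower median log2 ratio than other genes (difference -0.513). They made up 20.1% of the genes with a mean of at least 5, but 56.1% of the 371 platform genes at a log2 ratio of -3 or below and 39 of the 47 (83.0%) at -5 or below. The 3 lowest genes named in the report are such cases. This fits reads of these genes being set aside as ambiguous in cDNA. Genes whose longest transcript has a single exon made up 7.79% of the genes higher in cDNA and 4.69% of those lower. The ratio was 1.66 (Fisher's exact test, two-sided, p = 3.56e-06). Other transcripts of such a gene can have more exons, and transcript length was not adjusted for. Reads of expressed genes landing on processed copies are a candidate cause that this comparison cannot decide. After thinning to one depth 3352.5 genes were called, so depth sets part of the count, and most calls passed without it. A biological difference is not a candidate explanation, because both platforms sequenced the same cultures.

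DESeq2 called 1.11 times as many DEGs in cDNA as in Direct RNA, from 2.83-fold as many reads. After thinning to one depth the ratio was 0.501. The larger cDNA count may therefore depend on depth, but edgeR gave fewer cDNA than Direct RNA calls at full depth too, so the order also depends on the test. Detection showed the same order. The ratio of genes detected in cDNA to Direct RNA was 1.07 with all reads and 0.818 at one depth. The 1000 most abundant genes took between 63.1% and 72.7% of cDNA reads and between 50.4% and 56.3% of Direct RNA reads. A few genes taking most of the reads could explain this, but with those genes removed and the rest thinned to one depth, the ratio was still 0.903 and every cDNA library lay below every Direct RNA library. Abundant genes are therefore at most part of the explanation.

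Residual expression of falling genes was found in Day4 replicate 2. Pou5f1 had 2 reads in Day4 replicate 1 on each platform, and 46 and 55 reads in replicate 2. Of genes called at least 8-fold lower on the other platform, 69.9% of 272 in Direct RNA and 81.0% of 211 in cDNA were higher in replicate 2, against 48.6% and 65.4% of all genes with a mean of at least 5. The lower share of 69.9% speaks against an error of one library, since the excess appeared on both platforms. If a constant share of Undiff RNA were present in replicate 2, one share would fit all falling genes. The best shares were 3.36% in Direct RNA and 4.2% in cDNA, but chi-square per degree of freedom was 2.46 and 6.22, so one share did not describe the residue of every gene within counting error. The counts of all well covered genes differed between the same replicates by 4.01 and 13.7 per degree of freedom, so part of this misfit may be the general spread between replicates, and a constant share is not excluded. With replicate 2 thinned to the depth of replicate 1, a median of 14.5 of the 25 pluripotency genes in Direct RNA and 24 in cDNA were still higher in replicate 2, with equal counts taken as not higher. With equal counts left out, 74.9% of a median of 20 list genes in Direct RNA and 100% of 24 in cDNA were higher, and 66.4% and 81.5% of the falling genes, against 47.8% and 65.4% of all genes with a mean of at least 5. Depth alone does not account for the excess on either platform. Pluripotency genes were also higher in replicate 2 of Undiff, 19 of 25 in Direct RNA and 22 of 25 in cDNA. A hypothesis is that the second Day4 culture kept more undifferentiated cells, but it cannot be told apart from a constant share of Undiff RNA or from a replicate difference that is also present in Undiff.

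Day4 replicates deviated in opposite directions on the platforms, with r = -0.416 between same-numbered differences. In Direct RNA the difference of replicate 2 from replicate 1 had a Spearman coefficient of -0.533 with transcript length across 1393 genes, so replicate 1 held relatively more reads of long transcripts, and in cDNA it was 0.461. In Undiff these values were -0.111 and 0.359. A length bias of single libraries, as RNA fragmentation or library preparation might give, is a candidate cause. After regression on length and GC content the correlation was -0.231, so these explain part and not all of it. Swapped replicate numbers on one platform were tested on the pluripotency genes, of which 73.9% in Direct RNA and 100% in cDNA were higher in replicate 2, so these genes give no sign of a swap, though the list is short. After thinning the correlation was -0.344, so depth does not account for it. If same-numbered libraries came from one culture, a difference between the cultures would not by itself give opposite deviations. That pairing was taken from the replicate numbers in the labels. A biological difference between the cultures under swapped numbers is therefore not excluded.

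The neural genes fixed beforehand did not rise as a list. Tubb3 changed by -3.37 in Direct RNA and -2.42 in cDNA, and Stmn2 by -4.47 and -5.22, while Ncam1 rose by 3.44 and 4.74 and the Hox genes rose. These genes were chosen after their values were seen, and no explanation was tested. The low number of neural genes with enough reads limits what the list can show.

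The counter of reads with no alignment was 0 in replicate 1 of both cDNA groups, 29.1% of all reads listed in cDNA Undiff replicate 2 and 1.62% in cDNA Day4 replicate 2, against between 7.35% and 13.6% in Direct RNA. The cDNA files therefore differ in whether unaligned reads were kept, and no alignment rate can be compared across them.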
